A study of Mus musculus with 8 samples.

How the data were processed

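RNA was sequenced from 8 libraries of mouse motor neurons made from embryonic stem cells. The cells carried a green fluorescent protein reporter under the Hb9 promoter, which marks motor neurons, and were harvested 3 days after plating. Lhx1os, a long noncoding RNA, was captured with biotinylated antisense DNA probes of 20 nt in 2 sets called ODD and EVEN. Probes against the bacterial LacZ mRNA, which mouse cells lack, were the negative control, and Input was the RNA before capture. Each of the 4 groups had 2 libraries, numbered replicate 1 and replicate 2. Libraries were made from total RNA with a stranded kit that removes ribosomal RNA, per the labels' protocols.

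The authors deposited a table of whole-number read counts per Ensembl gene and a table of FPKM values, with a length in bases for each gene. The aligner, the counting program, the genome build, the annotation and whether counting used the strand are not given in the sources used here. The deposited FPKM values were equal to the count divided by the gene length and by the column total of the count table, with a largest relative difference of 6.66e-14, so both tables hold the same measurement. All columns of the tables were matched to a library by name. The tables held 55471 gene identifiers, of which 55144 were found in GENCODE release M21 on GRCm38. For 54655 of these, or 99.1%, the deposited length was equal to the summed length of the merged exons in that release. Coordinates, gene classes and transcript sequences were therefore taken from that release. Identifiers without a match held between 0.042% and 0.0712% of a library's counts.

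The total count was 24628435 and 20515501 for the Input libraries, 7632775 and 11149143 for LacZ, 12563449 and 10276552 for ODD, and 11906096 and 11547148 for EVEN. Input was thus sequenced more deeply than the pull-downs, and genes of a few counts are known less precisely in the pull-downs. Counts are reads without molecular identifiers, so intervals and floors cover counting error only. Replicates were compared before averaging. The chi-square statistic per degree of freedom between the replicates of a group was between 34.5 and 67.4, so no replicates of a group were duplicates. Pairs of libraries from different groups were not compared in this way.

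Before the data were examined, the groups, the tests, the alternatives and the rule for naming genes were fixed. Counts were tested with edgeR 4.0.16 in R 4.3.3, with the quasi-likelihood test on all 8 libraries, group as the only term, TMM normalisation and edgeR's default filter on low counts by group. This left 16524 genes, and normalisation factors were between 0.965 and 1.03. All groups shared 1 estimate of the spread because 2 libraries per group leave few degrees of freedom. P-values were two-sided and adjusted with the Benjamini-Hochberg method over the genes tested, with a threshold of 0.05. The standard error of a log2 fold change was its size divided by the square root of the F statistic. For genes fixed in advance, p-values adjusted over the list alone are given beside those over all genes. CPM values were computed from the deposited counts with the TMM-scaled library sizes.

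The test was checked on simulated counts for all 16524 genes, drawn with the means, library sizes and dispersions of the real libraries, with 200 genes changed. For ODD against Input, 72% of genes with a log2 change of 2 and 92.5% of those with a change of 3 were recovered. At these changes 17 of 161 and 10 of 195 calls were false. For ODD against LacZ the shares were 72.5% and 91%, with 14 of 159 and 10 of 192 calls false. The false share at the smaller change was above the nominal 5% level in both comparisons. The changed genes were drawn only from genes with larger mean counts, and libraries were drawn independently, without the shared difference between replicates. The shares therefore do not cover genes of a few counts, and recovery in the real libraries may be lower.

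The labels give the replicate number as a batch and describe 2 independent experiments, so the numbers pair libraries across groups. Deviations from the group means correlated between same-numbered libraries with r from 0.517 to 0.719 over all 6 pairs of groups. The second principal component, with 26.8% of the variance, separated replicate 1 from replicate 2, and the first, with 55.6%, separated Input from the pull-downs. A fit with the replicate as a block was therefore an alternative.

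The other alternatives were DESeq2 1.42.0, RLE size factors, total library size alone, no filter beyond 1 count (28192 genes), a filter of 50 counts in 2 libraries (13320 genes), the block with each library's trend on GC content removed with a natural spline of 5 degrees of freedom, only the groups compared, limma 3.58.1 on log2(FPKM + 1), a minimum absolute log2 fold change of 1, and leaving out each library in turn. Where a group was left with 1 library, that library was assumed to vary like the other groups. A fit of the pull-downs alone with the block, and one that set each library's median to 0 after the GC correction, were added after the data were seen.

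The named genes were the bait Lhx1os, its neighbour Lhx1, and Gapdh, Actb and Malat1 as abundant RNAs. To these were added the 5 genes called over Input in ODD and EVEN but not in LacZ, and higher than LacZ in both replicates, with the largest smaller-of-both log2 fold change. The rule also named the 3 largest called changes in each direction for ODD against EVEN, of which there were none, and the 3 largest called increases for LacZ against Input, changed the same way in both replicates. Fold changes of ODD and EVEN share the same control libraries, so correlations were set beside 20 simulations of unchanged groups, and overlaps of calls beside 5. For correlations with no shared control library, the simulated libraries of a replicate were drawn from 1 mean per gene, which keeps the difference between replicates.

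Low-complexity sequence was measured as the percent of bases masked by dustmasker 1.0.0 at level 20 in the longest annotated transcript of each gene. A list's mean was compared with 10000 random lists of tested genes matched on deciles of transcript length and mean expression, two-sided. Both the matched-list test and the search for exact matches to Lhx1os were tested on simulated data.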

Results

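The data were RNA-seq counts from 8 libraries of mouse motor neurons derived from embryonic stem cells. They comprised Input, a pull-down with LacZ control probes, and pull-downs with the ODD and the EVEN probe sets against Lhx1os, with 2 libraries in each. The study set each pull-down against Input to find RNAs recovered with Lhx1os. Total counts ranged from 7632775 in LacZ replicate 1 to 24628435 in Input replicate 1. The most abundant gene in each of the 6 pull-down libraries was Gm26917, with 1.2% to 2.11% of the counts. In Input replicate 1 it was Map1b with 0.379%, and in Input replicate 2 it was Malat1 with 0.538%.

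The first comparison asked whether the target was recovered. Lhx1os (ENSMUSG00000087211) lies on chromosome 11 from 84525660 to 84535831 on the plus strand of GRCm38 and has 3 annotated isoforms. It starts 124 bp from the start of Lhx1, which lies on the minus strand from 84518284 to 84525535. The genes run away from each other. Lhx1os had 55 and 61 counts in the Input libraries and 16 and 28 in the LacZ libraries. It had 2239 and 371 counts in the ODD libraries, and 1767 and 283 in the EVEN libraries. In CPM the means were 2.62 ± 0.499 (SD, n = 2) in Input, 2.25 ± 0.265 (SD, n = 2) in LacZ, 108 ± 102 (SD, n = 2) in ODD and 87.5 ± 87.7 (SD, n = 2) in EVEN.

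The large SDs in ODD and EVEN came from a difference between the experiments. In replicate 1, Lhx1os was 79.5-fold above Input in ODD and 66.0-fold above Input in EVEN. In replicate 2 these ratios were 12-fold and 8.56-fold. Over LacZ, the ODD library was 87.3-fold higher in replicate 1 and 14.6-fold higher in replicate 2. The EVEN library was 72.5-fold and 10.4-fold higher. Each of the 4 pull-down libraries with Lhx1os probes was thus above both of its controls.

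**Figure D1:**
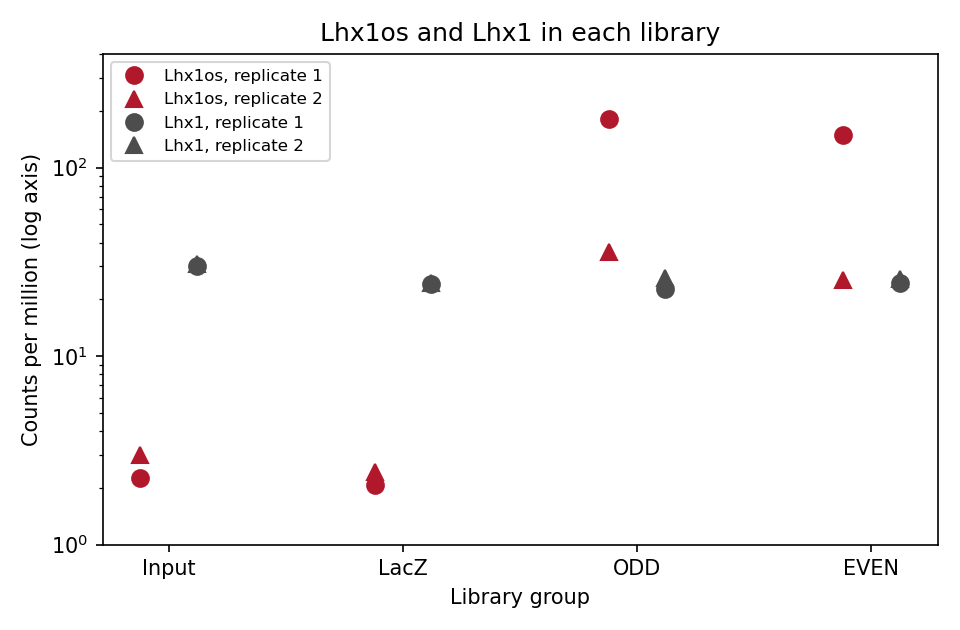
CPM of Lhx1os (red) and Lhx1 (grey) in each library, on a log axis, with circles for replicate 1 and triangles for replicate 2. Lhx1os lay between 25.4 and 180.1 CPM in the ODD and EVEN libraries and between 2.06 and 2.97 CPM in the Input and LacZ libraries.

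By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the log2 fold change of Lhx1os over Input was 5.36 (SE 1.09, adjusted p 0.0322) in ODD and 5.06 (SE 1.08, adjusted p 0.0433) in EVEN. Adjusted over the list alone, the values were 0.00881 and 0.0114. The LacZ pull-down did not differ from Input for Lhx1os, with a log2 fold change of -0.20 (SE 1.10, adjusted p 0.957). These calls rested on few libraries. Without Input replicate 1 the adjusted p was 0.234 in ODD and 0.278 in EVEN, and without Input replicate 2 it was 0.161 and 0.179. Without LacZ replicate 1 it was 0.0589 and 0.0774, and without LacZ replicate 2 it was 0.0592 and 0.0775, as the LacZ libraries enter the shared estimate of the spread. Without replicate 1 of the pull-down itself it was 0.0762 in ODD, at a log2 fold change of 3.77, and 0.139 in EVEN, at 3.28. With the filter of 50 counts it was 0.0516 in ODD and 0.0645 in EVEN, and with limma it was 0.0767 in EVEN.

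The direct test against LacZ gave a log2 fold change of 5.57 (SE 1.15, p 0.00184) in the ODD pull-down and 5.26 (SE 1.13, p 0.00237) in EVEN, by edgeR's quasi-likelihood test. The adjusted p over all genes was 1 in both cases, and adjusted over the list alone it was 0.00921 and 0.0119. For the mean of ODD and EVEN against LacZ the change was 5.42 (SE 1.10, adjusted p 1, adjusted over the list alone 0.0086). The Wald test of DESeq2 gave an adjusted p of 4.19e-07 for ODD and 4.92e-06 for EVEN. Over the alternatives tried, the adjusted p ranged from 2.47e-18 to 1 in ODD and from 4.25e-17 to 1 in EVEN. Lhx1os had the largest log2 fold change over LacZ of all 16524 genes in ODD, in EVEN and in their mean, and also in each replicate of each probe set on the log2(CPM + 1) scale. The next gene was Erp29 in ODD at 3.50 and Itm2a in EVEN at 5.09. Over Input, by contrast, Lhx1os ranked 49 in ODD and 45 in EVEN by log2 fold change. ODD and EVEN did not differ for Lhx1os, with a log2 fold change of 0.30 (SE 0.89, adjusted p 1).

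Among the other genes fixed in advance, Lhx1 (ENSMUSG00000018698) was at 30.4 ± 0.691 CPM (SD, n = 2) in Input, 24.4 ± 0.157 in LacZ, 24.3 ± 2.19 in ODD and 24.99 ± 0.882 in EVEN. Its log2 fold change in the mean of ODD and EVEN against LacZ was 0.02 (SE 0.14, adjusted p 1 by edgeR's quasi-likelihood test). Malat1, an abundant nuclear RNA, was higher than Input in all 3 kinds of pull-down, with log2 fold changes of 1.30 in ODD, 1.22 in EVEN and 1.33 in LacZ. Its adjusted p was 0.0655, 0.086 and 0.0564 over all genes, and 0.0126, 0.0175 and 0.0223 adjusted over the list alone. With the replicate block the adjusted p by edgeR was 0.0103, 0.0141 and 0.00895. Malat1 did not differ between the mean of ODD and EVEN and LacZ, at -0.07 (SE 0.28). Gapdh and Actb were lower than Input in each pull-down by 0.24 to 0.52 on the log2 scale, with no adjusted p under the threshold in edgeR. With the replicate block and the GC trend removed, Gapdh in EVEN passed it (adjusted p 0.0316), and it did not when each library was also recentred on its median. With the replicate block and adjusted over the list alone, Gapdh was lower than Input in ODD (adjusted p 0.0398 by edgeR) and EVEN (0.0163), and Lhx1 was lower in ODD (0.0398). Without the block these values were 0.138, 0.0895 and 0.119.

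Enrichment over Input was then tested across all genes. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1068 genes were higher and 62 lower than Input in ODD, and 888 were higher and 47 lower in EVEN. With the LacZ control probes, 1153 genes were higher and 71 lower. The replicate block moved these counts most among the fits of the same libraries and genes without a GC term. It gave 2086 higher and 1083 lower in ODD, 2123 and 1059 in EVEN, and 2092 and 1157 in LacZ, and all genes called without the block were kept. The share of calls that were higher fell from 94.5% to 65.8% in ODD with the block, and to 33.2% when each library's GC trend was also removed. That correction moved the median of all genes to -0.19 in ODD, -0.17 in EVEN and -0.19 in LacZ. With each library recentred on its median after the correction, a fit chosen after the data were seen, the share was 49.4% in ODD, 49.8% in EVEN and 49.2% in LacZ. The Input libraries weighed heavily. Without Input replicate 1, 106 genes were higher in ODD, 0 in EVEN and 215 in LacZ, and without Input replicate 2 the counts were 612, 401 and 750. Without EVEN replicate 1, 219 genes were higher in EVEN, and without LacZ replicate 2, 487 were higher in LacZ. Without ODD replicate 2, 623 genes were higher in ODD.

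The 3 kinds of pull-down enriched largely the same genes. Of 844 genes higher than Input in both ODD and EVEN, 830, or 98.3%, were also higher in LacZ. In 5 simulations of unchanged groups sharing the Input libraries the overlap of ODD and EVEN calls was 0. This sets no chance level for lists this long, as unchanged genes are rarely called at the adjusted threshold. Of these 830 genes, 651 or 78.4% were of the annotation class TEC, against 8.2% of the genes tested. This class marks loci whose status as genes still awaits experimental evidence. Of the same 830 genes, 37 or 4.46% were protein-coding, against 81.4% of the genes tested. The 28 genes lower than Input in all 3 pull-downs were all protein-coding. The 830 genes took 0.34% and 0.385% of the counts in the Input libraries and between 2.04% and 3.37% in the pull-down libraries. Their median log2 fold change was 3.46 in ODD, 3.21 in EVEN and 3.56 in LacZ. With the 11 genes at 0 in both Input libraries set to a floor of 3 counts over the Input group, the medians were 3.46, 3.21 and 3.56.

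**Figure D2:**
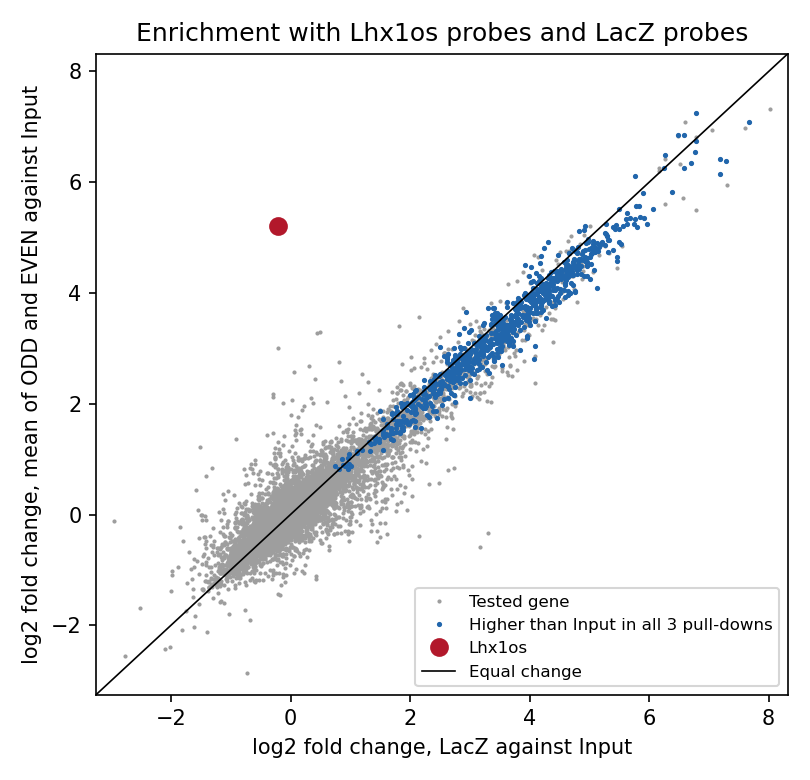
Log2 fold change over Input of each of the 16524 tested genes, with LacZ on the horizontal axis and the mean of ODD and EVEN on the vertical axis. Blue points are the 830 genes higher than Input in all 3 pull-downs, the line marks equal change, and Lhx1os (red) lies at -0.20 on the horizontal axis, away from the line.

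Fold changes over Input correlated across genes with r = 0.963 between ODD and EVEN, 0.959 between ODD and LacZ and 0.9501 between EVEN and LacZ. Genes are not independent replicates, and unchanged groups sharing the Input libraries gave 0.469 in simulation. With a different Input library for each probe set, each library being set over the Input of its own replicate, r between ODD and EVEN was 0.743 or 0.791, where unchanged groups gave between -0.0303 and 0.022 in simulation. Within replicate 1 it was 0.928 and within replicate 2 it was 0.921. Fold changes over LacZ correlated between ODD and EVEN with r = 0.610, against 0.512 expected for unchanged groups sharing the LacZ libraries. With a different LacZ library for each probe set, likewise of its own replicate, r was 0.109 or 0.0963, where unchanged groups gave between -0.0265 and 0.0193.

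Among genes called over Input in LacZ and higher in both replicates, those with the largest fitted increases had no counts in either Input library. Larger fitted changes that missed the threshold in edgeR were left out of this choice, such as Gm44677 at 8.01 (SE 2.01, adjusted p 0.0774), which was at least 34.3-fold higher in LacZ by the same floor. The genes named by the rule were 9430068D22Rik, a TEC gene in an intron of Fbxl7 on chromosome 15 from 26644635 to 26645289, Gm10855, a sense-intronic gene in Celf2 on chromosome 2 from 6932541 to 6935081, and Gm17922, a processed pseudogene in Pcdh9 on chromosome 14 from 93202100 to 93202901. Against a floor of 3 counts over the Input group they were at least 27.4-fold, 20.9-fold and 19.3-fold higher in LacZ. In ODD the corresponding bounds were at least 19-fold, 14-fold and 17-fold higher, and in EVEN at least 18.4-fold, 9.23-fold and 7.88-fold higher. All bounds by this floor allow for the Input count alone and take the mean CPM of the pull-down libraries as exact. That mean rested on few reads, such as 5 and 22 counts for Gm17922 in the LacZ libraries. How reads shared between a pseudogene and its copies were counted is not given in the sources used here, so the value of Gm17922 is uncertain.

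The direct comparisons among pull-downs asked whether the Lhx1os probes recovered RNAs that the control probes did not. No gene passed the adjusted threshold in edgeR's quasi-likelihood test with all libraries and the default filter on low counts. Without that filter the same test called 75 genes for ODD against LacZ, 72 for EVEN against LacZ, 50 for ODD against EVEN and 81 for the mean of ODD and EVEN against LacZ. The unfiltered fit drew each gene's spread far more toward a shared value, with prior degrees of freedom of 99.4 against 2.99. For Lhx1os in ODD against LacZ it gave nearly the same change with a smaller SE, 0.440 against 1.15. In the fit with the filter, the number of genes with an unadjusted p under 0.05 was 170 for ODD against LacZ, 283 for EVEN against LacZ, 128 for ODD against EVEN and 218 for the mean of ODD and EVEN against LacZ, where 826 of 16524 would be the nominal chance level. That fit left the replicate pairing out. With the replicate block on all libraries the counts were 369, 648, 348 and 537, all below that level. With the block on the pull-downs alone, a fit chosen after the data were seen, they were 582, 1149, 599 and 904, of which those for EVEN against LacZ and the mean lay above it. In both fits 0 genes passed the adjusted threshold. Limma called 0 genes in each of these comparisons. The Wald test of DESeq2 called Lhx1os for ODD against LacZ, and 8 genes for EVEN against LacZ. The latter were Rnf5, Vps26a, Slu7, Maged2, Shisa5, Ptma, Gpx1 and Lhx1os. It called Rnf5 and Shisa5 as higher in EVEN than in ODD, and Gpx1 and Lhx1os in the mean against LacZ. Without ODD replicate 2, 7 genes were called as higher in ODD than LacZ by edgeR, and without EVEN replicate 2, 5 genes were called as higher in EVEN than LacZ. Without ODD replicate 2, 4 genes were higher in ODD than in EVEN, and without EVEN replicate 2, 4 genes were higher in EVEN than in ODD.

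Called over Input in ODD and EVEN but not in LacZ were 14 genes. A call in one pull-down and not in another is no test of their difference. In the test of the mean of ODD and EVEN against LacZ, 0 of the 14 passed the adjusted threshold in edgeR with all libraries and the default filter on low counts. Without that filter Lhx1os passed (adjusted p 1.12e-18), and so it did in DESeq2, the other 13 in neither. Those with an unadjusted p under 0.05 were 4, chosen after their values were seen: Lhx1os at 5.42 (p 0.00172), Msh3 at 0.77 (p 0.0117), Nemf at 0.42 (p 0.0294) and Gm43311 at 1.41 (p 0.0494). For the 14 genes the median log2 fold change over Input was 2.81 in ODD, 2.82 in EVEN and 1.96 in LacZ. In LacZ, 9 of them were above 1, and the median adjusted p was 0.0731. When LacZ replicate 2 was left out the set had 208 genes, and without LacZ replicate 1 it had 33. It was empty without Input replicate 1, without Input replicate 2 and without EVEN replicate 1, and had 5 genes without ODD replicate 1 and 7 without EVEN replicate 2.

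After Lhx1os, the genes of this set with the largest change were Gm37686, Gm43311, Gm46123 and Gm29113. Gm37686, a TEC gene in an intron of Xkr4 on chromosome 1 from 3464977 to 3467285, had 1 and 6 counts in Input, 10 and 24 in LacZ, 21 and 38 in ODD and 18 and 30 in EVEN. Its log2 fold change over LacZ in the mean of ODD and EVEN was 0.46 (SE 0.60). Gm43311, a TEC gene on chromosome 5 from 65410651 to 65413027 that overlaps an exon of a coding gene and is therefore uncertain, shared an exact match of 19 nt with Lhx1os on the same strand, where the probes were 20 nt long and 292 of 16507 other genes, or 1.77%, had a match as long. It had 2 and 2 counts in Input, 5 and 3 in LacZ, 12 and 10 in ODD and 23 and 9 in EVEN. Its change over LacZ was 1.41 (SE 0.59). For the long noncoding RNA Gm46123, on chromosome 9 from 83346159 to 83353978, the 3 Input counts gave a ratio to Input of 10.5 (95% exact interval 3.02 to 56.5) in ODD, 11.5 (3.37 to 61.2) in EVEN and 7.21 (1.8 to 41.4) in LacZ. For Gm29113, another one on chromosome 1 from 69490357 to 69493788, it was 16.5 (5.03 to 85.2) in ODD, 9.62 (2.72 to 51.9) in EVEN and 8.01 (2.06 to 45.3) in LacZ, also with 3 Input counts. With the replicate block, Gm37686 (adjusted p 0.00408 by edgeR) and Gm29113 (adjusted p 0.0278) were also called over Input in LacZ and so left the set. A difference from LacZ was not detected for Gm37686, Gm46123 and Gm29113. Whether depth or the spread between 2 libraries limited this was not tested.

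The series concerns low-complexity repeats in contacts between RNAs, so the low-complexity content of the 14 genes was compared with that of matched genes. The mean masked share of their longest transcripts was 3.07%, against 3.21% in random lists matched on length and expression, whose central 95% ran from 1.61% to 5.46% (two-sided permutation p 0.987). A difference within that range was not detectable with 14 genes. Masking at level 30 gave 2.08% against 1.65% (p 0.458). The 14 genes include Lhx1os itself, and in its longest transcript, of 599 nt, dustmasker masked 0.0% of the bases. For the other genes of the set, no fit called a difference between the mean of ODD and EVEN and LacZ. The comparison therefore cannot show whether RNAs in contact with Lhx1os hold such sequence.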

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

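The fit of the pull-downs alone with the replicate block and the recentred fit after GC correction were chosen after the data were seen, and all other settings were fixed before. No result reversed past its threshold under any alternative. RLE size factors and total library size alone kept all counts of calls within 1.5 times, likewise the set called in ODD and EVEN but not in LacZ, and the Lhx1os calls on their side of the threshold. Where no cause is given below, the cause was not tested.

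With the replicate block, 2086 genes were higher and 1083 lower than Input in ODD, 2123 and 1059 in EVEN, and 2092 and 1157 in LacZ, and the set called in ODD and EVEN but not LacZ grew from 14 to 107 genes. The common dispersion fell from 0.0749 to 0.0212 with the block. The block left 0 calls among the pull-downs and changed no call of Lhx1os: its change was 4.96 in ODD and 4.62 in EVEN over Input (adjusted p 0.00388 and 0.00573 by edgeR), and 5.16 and 4.81 over LacZ (adjusted p 1 and 0.576). It brought Malat1 over Input in all 3 pull-downs, and Gm37686 and Gm29113 in LacZ, past the threshold. Over Input in EVEN it did so for Rnf5 (adjusted p 0.0935 to 0.0308 by edgeR), Vps26a (0.0678 to 0.0102), Paf1 (0.0769 to 0.0101), Casq1 (0.107 to 0.0197) and Ptma (0.103 to 0.0327), which were chosen after their values were seen. Adjusted over the list alone, it did so for lower values of Gapdh in ODD and EVEN and of Lhx1 in ODD. Among the genes fixed in advance, those named by the rule and Slu7 and Rnf34, it changed no other call. With the GC trend also removed, the lower calls grew to 3394 in ODD, 3188 in EVEN and 3357 in LacZ, the higher calls were 1690 in ODD and 1601 in EVEN, and the set had 94 genes. The median of all genes was -0.19 in ODD, -0.17 in EVEN and -0.19 in LacZ in that fit. Recentred on each library's median, it gave 2002 higher and 2055 lower in ODD, 1953 and 1972 in EVEN, and 1992 and 2060 in LacZ, with 144 genes in the set and medians of -0.03, -0.02 and -0.03. With the block on the pull-downs alone, 0 genes were called, 1149 had an unadjusted p under 0.05 for EVEN against LacZ where 283 did before, and Lhx1os had an adjusted p of 0.342 in ODD, 0.173 in EVEN and 0.301 in their mean against LacZ.

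Without a filter on low counts, 1788 genes were higher and 276 lower in ODD over Input, 1639 and 221 in EVEN, and 1797 and 321 in LacZ, and the set had 73 genes. Against LacZ, 60 genes were higher and 15 lower in ODD, 60 and 12 in EVEN, and 57 and 24 in their mean. Between ODD and EVEN, 16 were higher in ODD and 34 in EVEN. Lhx1os was then past the threshold against LacZ at 5.58 in ODD, 5.28 in EVEN and 5.43 in their mean. Of the 75, 72, 50 and 81 genes called among pull-downs, all passed the filter of the original fit. The prior degrees of freedom of the spread rose from 2.99 to 99.4 in that fit. For Lhx1os in ODD against LacZ the SE fell from 1.15 to 0.440, while the change was 5.57 and 5.58. A smaller estimated spread, not a larger change, thus brought this call. Whether the same holds for the other genes was not tested. Some calls were also lost: 51 of the 62 lower genes in ODD over Input were kept.

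DESeq2 gave 212, 208 and 230 lower genes in ODD, EVEN and LacZ over Input, and a set of 25. Among the pull-downs it called 1 gene for ODD over LacZ, 8 for EVEN over LacZ, 2 for EVEN over ODD and 2 for the mean over LacZ. Lhx1os passed at 5.56, 5.25 and 5.41 against LacZ in ODD, EVEN and the mean.

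Requiring 50 counts in 2 libraries gave 512 higher and 23 lower genes in ODD, 474 and 20 in EVEN, and 539 and 26 in LacZ, from 13320 genes tested, with 4 genes in the set. Lhx1os over Input then missed the threshold at 5.41 in ODD and 5.10 in EVEN. Fitting only the groups compared, with fewer libraries, gave 628 higher and 0 lower in ODD, 444 and 1 in EVEN, and 754 and 3 in LacZ, with 8 genes in the set. Limma gave 416 higher and 24 lower genes in EVEN and a set of 4, and Lhx1os in EVEN over Input missed the threshold at 4.22. A minimum log2 fold change of 1 left 18 lower genes in ODD, 19 in EVEN and 18 in LacZ.

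Leaving out in turn each library of the groups compared, higher calls over Input ranged from 106 to 737 in ODD, from 0 to 593 in EVEN and from 215 to 796 in LacZ. Lower calls ranged from 0 to 36, from 0 to 11 and from 0 to 61. Leaving out a library of another group, which changes only the shared estimate of the spread and the scaling, gave at most 876, 728 and 979 higher calls. The set ranged from 0 to 208 genes. Higher calls ranged from 0 to 7 for ODD against LacZ, from 0 to 5 for EVEN against LacZ and from 0 to 4 for ODD against EVEN, where lower calls also ranged from 0 to 4. The Lhx1os change over Input ranged from 3.77 to 6.10 in ODD and from 3.28 to 5.83 in EVEN, and the call was lost without either Input library, without either LacZ library and without replicate 1 of the pull-down. Against LacZ it ranged from 3.97 to 6.31 in ODD and from 3.48 to 6.04 in EVEN, and in their mean from 4.53 to 5.80. Its difference between ODD and EVEN, never past the threshold, ranged from -1.29 to 2.09.

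The correlation between ODD and EVEN over Input was 0.895 by Spearman's rank, 0.928 and 0.921 in either replicate alone, and 0.743 and 0.791 with no shared Input library. Over LacZ it was 0.549 by Spearman's rank, 0.635 in replicate 1 alone, 0.534 in replicate 2 alone, and 0.109 and 0.0963 with no shared LacZ library. The masked share of the 14 genes was within the range of random lists matched on length alone, unmatched, or masked at level 30, a range too wide to show a small difference. The planned comparison of genes higher in the mean than in LacZ had no genes, so it gives no value.

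Of 846 further values for single named genes and correlations, 722 kept their direction and side of the threshold or were past it in neither fit, 42 passed it, 73 no longer did and 9 correlations moved. Depth may limit the 4 low-count genes of the set besides Lhx1os, which had 1 to 6 counts per Input library.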

Other observations

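The tests on Lhx1 as a neighbour, on Lhx1os between replicates, on Lhx1os in LacZ, on the host genes of intronic TEC genes and on calls among TEC genes by strand were chosen after the result was seen. The low-complexity tests of the genes higher than Input in all 3 pull-downs were added late, before their values were known. For genomic DNA the mean rises were seen before the medians that its test had named. The patterns came from the same data as the tests.

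The RNAs enriched over Input were shared with the control probes. Of the 651 TEC genes among them, 575, or 88.3%, lie in an intron of a protein-coding gene on the same strand. So do 1045 of all 1355 tested TEC genes, so much of this share reflects where tested TEC genes lie. The comparisons below used a slightly smaller set of such genes, with 1038 tested and 574 of these higher in all 3 pull-downs. Genomic DNA in the pull-downs would raise read density alike in genes that motor neurons should not transcribe. The median FPKM rise of 1464 olfactory and vomeronasal receptor genes was 0.0, a ratio of 0.0 to the 0.823 of 1378 TEC genes in same-strand introns. The ratio of mean rises was 0.00094, from 0.00122 and 1.29 FPKM, which argues against DNA as the source of the TEC signal. The receptor genes still rose 2.28-fold in pooled reads, from 282 counts in the Input libraries to 935 in the pull-downs, and were higher in each of the 6 pull-down libraries than in both Input libraries, so a small share of DNA or other background remains open. GC content was not the whole cause, since the median log2 fold change of the 830 genes was 2.57 after removal of the GC trend with the replicate block, where the median of all genes was -0.18. It was 3.41 without either. The host genes did not gain as a whole: their median was -0.0301 over 593 hosts, against 2.95 over 1038 tested TEC genes in their introns.

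A candidate explanation is that unspliced pre-mRNA makes up more of each pull-down than of Input, whatever the probes. If reads were counted by strand, which is not given in the sources used here, it predicts a rise on the strand of the host. Of TEC genes in same-strand introns, 24 of 1378 had no counts in any library, against 134 of 205 in opposite-strand introns. This argues against counting without strand, which would give intron reads of the host to both classes. Transcription of the hosts of each class was not compared. The median rise was 0.823 FPKM higher for TEC genes in same-strand introns than for 205 in opposite-strand introns, whose median rise was 0.0. This does not decide, because 134 of the 205 had no counts in any library and an absolute rise of genes with so few reads is near 0 for any cause that multiplies their level. Among genes with enough counts to be tested, 574 of 1038 in same-strand introns, or 55.3%, and 5 of 10 in opposite-strand introns, or 50.0%, were higher in all 3 pull-downs (two-sided Fisher's exact test, p 0.759). Their median log2 fold changes were 2.95 and 0.91. In pooled reads, TEC genes rose 6.66-fold in same-strand introns, 2.28-fold in opposite-strand introns and 2.65-fold outside coding genes. Outside coding genes, 44 of 183 tested TEC genes were higher in all 3 pull-downs. These values argue against an equal gain of TEC transcripts wherever they lie, although pooled folds weigh abundant genes most. With 10 tested genes on the opposite strand, pre-mRNA and a gain of TEC transcripts in introns on either strand cannot be told apart. Whether the pattern reflects binding to beads, a different share of nuclear RNA in Input and pull-down material, or library preparation was not tested, and no biological explanation was tested because the control probes show the pattern too.

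The 830 genes also held more low-complexity sequence. Their masked share was 4.55%, which is 1.32 percentage points above length- and expression-matched lists at 3.24% (two-sided permutation p 0.0002, the smallest possible with 10000 lists). Among TEC genes alone, the 651 called ones held 4.89%, which is 0.064 percentage points above matched TEC genes at 4.83% (two-sided permutation p 0.507). The central range of those matched TEC lists ran from 4.64% to 5.02%. No difference between called TEC genes and the matched TEC lists was detected. The called genes were part of the pool of 1355 tested TEC genes, which draws the lists toward them. Whether low-complexity content sets called TEC genes apart from the others is therefore not decided. The excess over all tested genes thus went with the TEC class. Whether such sequence contributes to the rise of that class cannot be decided here, because nearly all its intronic members rose. Of 1038 tested TEC genes in same-strand introns, 1001 had a mean log2 fold change over Input above 1. An excess of low-complexity sequence among RNAs enriched over Input is therefore present with LacZ probes too.

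The set of genes called in ODD and EVEN but not in LacZ may arise from genes crossing a threshold in some pull-downs and not others. Exchanging the roles gave 15 genes called in EVEN and LacZ but not ODD, and 174 called in ODD and LacZ but not EVEN. In this fit, without the replicate block, the set that leaves out LacZ was no larger than the others. LacZ also had the most higher calls there, 1153 against 1068 in ODD and 888 in EVEN, which favours a small set. With the block the set had 107 genes, and exchanged roles were not compared. For Lhx1os itself threshold crossing is excluded, as its change in LacZ over Input was -0.20 (SE 1.10).

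Lhx1os may have been recovered as a transcript, or with the chromatin or nascent RNA around its locus. In the latter case the adjacent Lhx1 should rise too. The log2 fold change of Lhx1 in the mean of ODD and EVEN against LacZ was 0.0175 (SE 0.139). In ODD replicate 1, Lhx1os reached 255 FPKM from 3.2 in Input replicate 1, while Lhx1 was at 5.53 FPKM there and 7.25 in Input. This argues against capture of the locus over the exons of Lhx1, and intronic reads of Lhx1 were not counted.

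The yield of Lhx1os differed between experiments, with a ratio of replicate 1 to replicate 2 of 5.05 in ODD and 5.88 in EVEN. Library size or composition would shift the controls alike, but the ratio was 0.763 in Input and 0.846 in LacZ. A lower capture in the second experiment with both probe sets is a candidate explanation, and no measurement here bears on its reason.

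Several protein-coding genes, chosen after their values were seen, were higher in both EVEN libraries than in all ODD, LacZ and Input libraries. Rnf5 had 159 and 99.1 CPM in EVEN against 43.0 and 43.1 in ODD and 47.0 and 39.7 in LacZ. Slu7 had 134 and 115 CPM in EVEN against 64.6 and 68.9 in ODD, and Ptma had 1518 and 605 in EVEN against 383.7 and 259 in ODD. The log2 fold change of ODD against EVEN was -1.58 in Rnf5, -0.90 in Slu7 and -1.72 in Ptma, with an adjusted p of 1 by edgeR. The number of genes with an unadjusted p under 0.05 was 128, below the 826 that chance would give, 348 with the replicate block and 599 with the block on the pull-downs alone. Without the filter on low counts edgeR called 34 genes as higher in EVEN than in ODD, among them Rnf5 and Ptma but not Slu7, and DESeq2 called Rnf5 and Shisa5. Over Input in EVEN, Slu7 passed by edgeR (adjusted p 0.0396), and with the replicate block so did Rnf5 (0.0308), Slu7 (0.00744) and Ptma (0.0327).

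One candidate explanation is direct capture by probes through sequence shared with Lhx1os. The probe sequences were not used here, so the longest exact match to Lhx1os was measured. Over the 20 genes with the smallest p it averaged 11.3 nt for genes higher in EVEN, against 11.02 nt in matched random lists (adjusted p 0.469 over 4 such tests), and 11.7 nt for genes higher in ODD against 11.1 nt (adjusted p 0.394). For the 20 genes with the smallest p among those higher in the mean than in LacZ, Lhx1os excepted, the same-strand match averaged 11.3 nt against 10.9 nt (adjusted p 0.469). The complementary stretch, which base pairing with Lhx1os would lengthen, averaged 11.3 nt against 10.7 nt (adjusted p 0.394). All 4 means lay above those of the matched lists, inside their central 95%. Among single genes, the longest same-strand match was 20 nt for Polr3gl, in the list for the mean over LacZ, and 250 of 16507 genes, or 1.51%, had one as long. The longest complementary stretches in that list were 18 nt for Lpl and 17 nt for Gm3854, reached by 1.82% and 3.25% of genes. In the list for EVEN over ODD, Lmna had one of 22 nt, reached by 0.224%. The same-strand match was 19 nt for Gm43311, in the set called in ODD and EVEN but not LacZ. Whether a probe covers these stretches was not tested. These explanations cannot be told apart from none. With all libraries and the default filter on low counts, no gene of the lists passed the adjusted threshold in edgeR for the comparison it was listed for, so the lists may hold chance values. There were exceptions in other fits. Without that filter 50 genes between ODD and EVEN and 81 in the mean against LacZ passed. Otub1, Shisa5 and R3hdm4 passed as higher in EVEN than in ODD without EVEN replicate 2, and Ccdc77, Shld2 and H2-Ke6 as higher in ODD without ODD replicate 2. DESeq2 called Rnf5 and Shisa5 as higher in EVEN, and Gpx1 in the mean against LacZ. An exact match also misses pairing with mismatches.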
